A study of Mus musculus with 56 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

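RNA from the lung, liver and forestomach of adult male MutaMouse animals (a transgenic strain used to score mutations) was measured on 56 arrays, 1 array per mouse and tissue. The mice had been gavaged on each of 28 days with olive oil alone (D0) or with chrysene, a polycyclic aromatic hydrocarbon, in olive oil at 17.5 (D1), 50 (D2) or 150 (D3) mg per kg of body weight per day, and the tissues were taken 72 hours after the last dose. Per the labels, each array held the sample's RNA in Cy5 and a universal mouse reference RNA in Cy3. No dyes were swapped, so that a probe's dye bias stays in every ratio and cancels only between arrays. Groups, doses and mouse numbers were taken from the labels. Lung had 5, 5, 3 and 5 mice in D0, D1, D2 and D3, and liver and forestomach had 5, 5, 4 and 5 mice each.

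The deposited scanner files hold, per the file headers, the median intensity of each spot and of its local background in both channels, as quantified by Feature Extraction 10.7.3.1, with neither background subtraction nor dye normalization. The flags in these files for spots well above background, saturated or non-uniform are values of 0 or 1. The authors also deposited a table with 1 log2 ratio of Cy5 over Cy3 per probe and array, made per the study's methods from median signals by LOWESS within each array without background subtraction. Its scale and direction were checked against the scanner values: the correlation with the ratios computed here lay between 0.977 and 0.998 over the 56 arrays, and the slope between 1.00 and 1.00.

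The log2 ratio of Cy5 over Cy3 median signal was normalized by loess within each array in limma 3.58.1 (R 4.3.3), without background subtraction, as the study's methods state. The 3671 control spots were left out, and so was any probe with a spot called non-uniform on an array of the fit, which concerned 0 to 41 spots per array. The 59305 remaining spots were averaged to 55681 probes. The files give accessions and no gene symbols, so probes were named through the RefSeq transcripts of a reference table for the assembly GRCm38.p6, without version numbers. This named 26413 probes (47.4%) and 20018 genes. Of the probes with a RefSeq accession, 79.9% were named, whereas 0 of the 4114 probes with an Ensembl accession were, because the table holds no Ensembl identifiers. Other probes keep the accession of the file, and a difference from the study's gene names may come from this naming.

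A probe was tested in a tissue where its Cy5 signal was well above background on at least 3 of the tissue's arrays, which left 27496 probes (21044 gene names) in forestomach, 24698 (19356) in liver and 31450 (23456) in lung. Each dose was compared with D0 by limma (lmFit and eBayes, two-sided) on all arrays of the tissue. The study's methods name MAANOVA. limma was used here as the main test, and the methods' Fs statistic, with variances shrunk across probes, as an alternative. The methods, and the plan made here before the data were examined, name shuffled residuals for its p values. The Fs test here instead used 100 permutations of the arrays, which equals shuffling the residuals of a fit without dose. Fs with the residuals of the fit with dose shuffled was run only after the results had been seen. A gene counted as changed where at least 1 of its probes had a Benjamini-Hochberg adjusted p of at most 0.05 over all probes tested in the tissue and a fold change of at least 1.5 in either direction. A dose trend was fitted with the dose step (0, 1, 2, 3) as a linear term and the same limits on the fitted D0-to-D3 change. Differences between tissues in the D3 effect were tested in 1 fit of all 56 arrays with a mean for each tissue and dose, over probes that passed the filter in either tissue of a pair.

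Sets of genes were tested at D3 by limma's camera with a preset correlation of 0.01 between genes, two-sided, with 1 probe per gene, the one with the highest mean Cy5 signal, and adjusted over 27 tests. The 9 response lists were AhR targets, p53 targets, NRF2 targets, clock output, clock Arntl phase, proliferation, interferon response, complement and extracellular matrix. Further lists of 13 cell types (skeletal muscle, cardiac muscle, smooth muscle, adipocyte, glandular stomach, pancreatic acinar, keratinocyte, B cell, T cell, erythroid, hepatocyte, alveolar type 2, and airway secretory and ciliated) were averaged per array without a filter on dim probes. All lists came from general knowledge. The tests, the response lists, the limits, the rule for naming genes and most of the alternatives were chosen before the data were examined.

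The rule named, in each tissue at D3, the 4 genes with the largest rise and the 4 with the largest fall among genes past both limits whose D3 arrays all lay beyond all D0 arrays, measured on every array of the higher group and with a gene symbol, taken from the reference table because the files hold none. In addition, Cyp1a1, Cyp1a2, Cyp1b1, Nqo1, Cdkn1a and Ccng1 were to be reported in every tissue whatever their values. Ahrr and any other gene named was chosen after its values were seen. Single genes were also compared by exact permutation of the arrays. The smallest two-sided p that 5 arrays against 5 allow is 0.00794, from 252 splits. Correlations across genes between doses were set beside 100 simulations in which the residuals of the arrays were shuffled over the groups, so that unchanged groups were compared with shared D0 arrays. Those between tissues were set beside 100 permutations of D0 and D3 over the mice.

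The number of arrays limits the precision of every value. Cy5 was well above background at 18.9% to 51.7% of the spots in forestomach, 34.5% to 46.4% in liver and 49.0% to 56.7% in lung. Where a probe was not well above background on any array of a group, only a bound is given. It sets the mean log2 Cy5 signal of the brighter group, after loess and Aquantile normalization, against the dimmer group's mean of the higher of the lowest signal among measured probes and the probe's own signal on each array. Without dye swaps these bounds are open to dye bias.

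Mouse numbers are shared between tissues because the tissues came from the same animal. Deviations from the group means were compared within mice. Their mean correlation across probes was 0.141 between lung and liver (0.0466 to 0.274 over 18 mice), 0.0215 between lung and forestomach and 0.0469 between liver and forestomach. Each tissue was spread over 3 slides and 2 scan days. No pair of arrays held identical signals, and the highest correlation of deviations from the tissue mean between 2 arrays was 0.797 in forestomach, 0.354 in liver and 0.781 in lung.

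The fits were tested on simulated data made from 1 permutation of the residuals of the same arrays in each tissue, with 200 probes changed by 2-fold or 4-fold. For D3 against D0, limma recovered 64 of the 100 genes changed 2-fold and 89 of the 100 changed 4-fold in forestomach among 21044 genes, 95 and 100 in liver among 19356, and 88 and 98 in lung among 23456, with 0, 13 and 0 unchanged genes called. The Fs test recovered 69 and 89 in forestomach, 95 and 100 in liver, and 88 and 98 in lung. The trend fit recovered 70 and 89 in forestomach, 96 and 100 in liver, and 90 and 98 in lung. The fit of the difference between tissues recovered 66 and 95 genes for lung and liver, 77 and 95 for lung and forestomach, and 75 and 94 for liver and forestomach, with the changed genes drawn from the 18281, 20069 and 17643 genes tested in both tissues and the fit run over probes that passed the filter in either, and called 8, 8 and 74 unchanged genes as well. With a spread estimated within each tissue it recovered 78 and 98, 65 and 95, and 61 and 93 genes, and called 12, 1 and 15 unchanged genes. In the corresponding test of the lists, with the AhR list raised 2-fold in lung, camera with the preset correlation called the raised list and 9 of the other tests as well, whereas camera with an estimated correlation and fry called the raised list alone.

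Alternatives tried were normexp background correction with an offset of 50, median centring in place of loess, no filter on dim probes, a filter on every array, slide as a block, the authors' table, the Fs test, no fold limit, 1 probe per gene, a fit of the dose group and D0 alone, dose in mg per kg, mouse as a block, fry, camera with an estimated correlation, and leaving out each mouse in turn. The files hold no mean foreground signal, so that normexp used the median. Array weights, a marker list, the Cy5 95th percentile and the array column as covariates, a spread estimated within each tissue, Fs with residuals shuffled, and Fs on the authors' table with either null were added after the data had been seen.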

Results

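Gene expression was measured in 3 tissues of mice given chrysene by gavage, to ask how the response depends on dose and how it differs between tissues. The 18 lung, 19 liver and 19 forestomach arrays came from 4 dose groups of 3 to 5 mice each. The median array had a Cy5 signal well above background at 33.5% of its spots in forestomach, 40.0% in liver and 53.7% in lung. In forestomach the share depended on the slide. It ranged from 18.9% to 34.9% on slides 1 and 2 and from 40.4% to 51.7% on slide 3, each of which held all dose groups. The Cy5 95th percentile ranged from 278.5 to 6586 in forestomach, 2348 to 5354 in liver and 4504 to 7973 in lung.

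**Figure D1:**
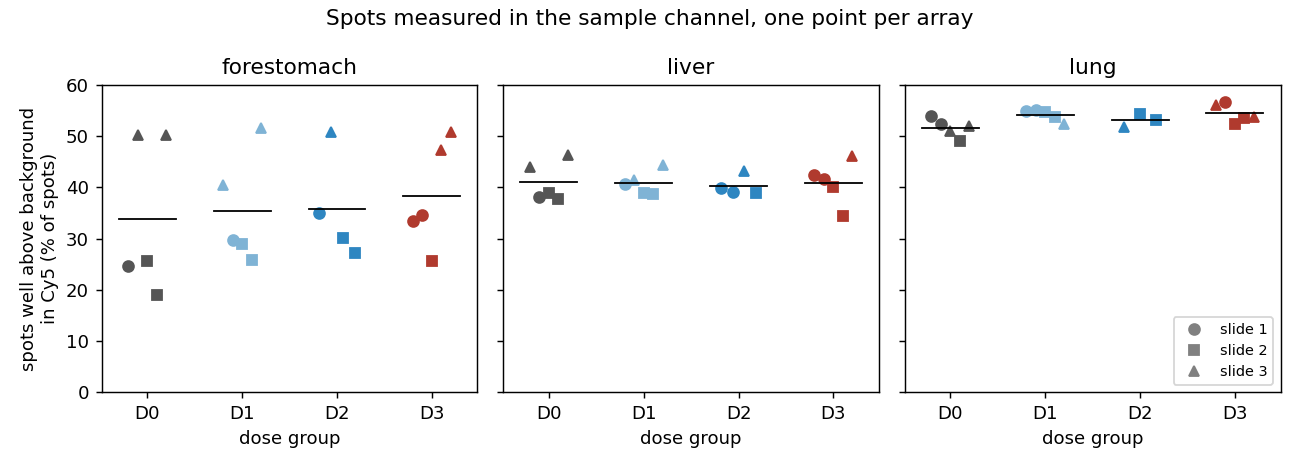
Percent of spots well above background in the sample channel (Cy5) by tissue and dose group, one point per array, with marker shapes for the slide and a line at the group mean. Forestomach arrays of slides 1 and 2 reach at most 34.9%, while those of slide 3 start at 40.4%.

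The column of an array on its slide followed the dose. On 50 of the 56 arrays the column number equalled the dose step plus 1, so that D0 lay in column 1 and D3 in column 4. The exceptions were 2 arrays in each tissue. In lung, all 5 D0 arrays lay in column 1 and no dosed array did, and the effects of column and of dosing cannot be told apart there. Every slide held arrays of all dose groups, except that lung slide 1 held none of D2.

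The first comparison asked which genes changed at each dose in each tissue. In liver, limma found 0 genes past both limits at D1, D2 and D3, with 994, 1114 and 1447 genes at an unadjusted p of at most 0.05, and the Fs test found 0 at each dose. These unadjusted calls made up 4.2%, 4.71% and 6.10% of the probes, where 5 percent would be called by chance. The smallest adjusted p in liver was 0.456. Of the alternatives, the array column as a covariate moved the liver counts most, to 2, 20 and 25 genes. Within liver dose groups the column varied only through D0 mouse 1 in column 4 and D3 mouse 20 in column 3. The counts with this covariate thus rest on these 2 arrays.

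In forestomach, limma found 0 genes at D1, 1 at D2 and 0 at D3, with 1102, 1941 and 2504 genes at an unadjusted p of at most 0.05, or 4.18%, 7.45% and 9.73% of the probes. The Fs test found 0, 1 and 3 genes with arrays permuted and 0, 1 and 0 with residuals shuffled. The smallest adjusted p at D3 was 0.0589. The gene at D2, chosen after its values were seen, was the probe A_30_P01021428 for a region without a gene symbol. It was lower than in D0 by limma (log2 fold change -1.40, SE 0.19, adjusted p 0.0268). Its Cy5 signal was well above background on 7 of the 19 arrays, and its Cy3 signal in the reference was higher at D2 by 3.1 on the log2 scale. Leaving out any 1 of the 9 D0 or D2 mice gave 0 genes at D2. At D3 leaving out mouse 16 gave 3 genes. Array weights moved the D3 count most, to 130 genes.

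In lung, limma found 0 genes at D1, 0 at D2 and 14 at D3, of which 1 was higher and 13 were lower. At an unadjusted p of at most 0.05 there were 1914, 2000 and 4533 genes, or 6.48%, 6.74% and 15.8% of the probes. At D3, 2510 of these genes were higher and 2088 lower, some counted in both. The Fs test found 0, 0 and 22 genes with arrays permuted, the latter including all 14, and 0, 0 and 15 with residuals shuffled. Without the fold limit, 54 genes passed at D3. The count at D3 depended on single mice. It was 61 without mouse 16 of D3 and 49 without mouse 3 of D0, and between 0 and 2 without any of the other D0 or D3 mice. Median centring of the arrays in place of loess gave 0 genes at D3. It moved the median log2 change of all probes tested to 0.22 at D1, 0.12 at D2 and 0.11 at D3 in lung, and to 0.18 at D3 in forestomach.

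The rule for naming genes gave 2 genes, both in lung at D3. Sspn (sarcospan) had a log2 ratio of 1.03 ± 0.19 (SD, n = 5) at D0, 1.19 ± 0.23 (n = 5) at D1, 1.44 ± 0.18 (n = 3) at D2 and 1.67 ± 0.15 (n = 5) at D3. Its log2 fold change at D3 was 0.64 (SE 0.12, limma adjusted p 0.0373), and all 5 D3 mice lay above all D0 mice. Krtap19-4 had 0.60 ± 0.18 at D0 and -0.05 ± 0.10 at D3. Its log2 fold change was -0.65 (SE 0.11, limma adjusted p 0.0317), with all 5 D3 mice below all D0 mice. Each of the pair lost its call when any 1 of 8 of the 10 D0 and D3 mice was left out, with adjusted p between 0.0559 and 0.116 for Sspn and between 0.0559 and 0.108 for Krtap19-4. The other 12 genes had no symbol in the table, and their log2 fold changes at D3 lay between -0.72 and -0.60. The mean of the 13 genes lower at D3 followed the array column. Among the 8 D2 and D3 arrays, the 5 in column 4 lay below the 3 in column 3 by a mean log2 difference of -0.22 (two-sided exact permutation p 0.0179, 56 splits), while D3 and D2 differed by -0.13 (exact p 0.179).

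**Figure D2:**
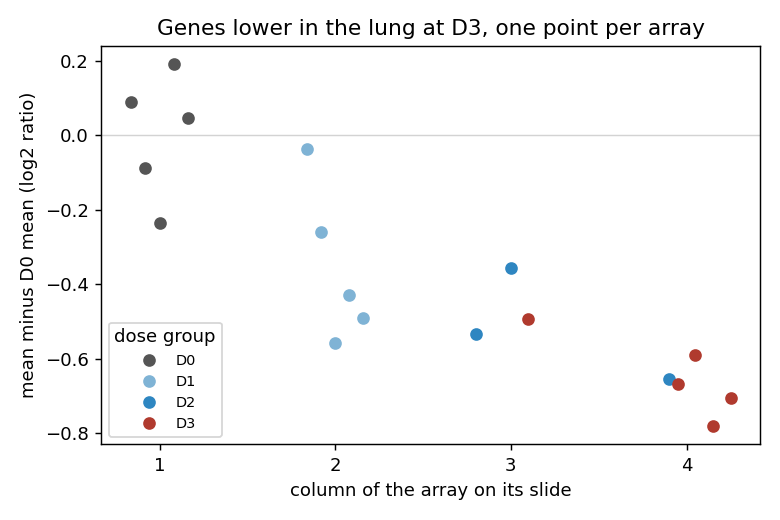
Mean log2 ratio of the 13 genes lower in lung at D3, minus the D0 mean, against the column of the array on its slide, one point per lung array coloured by dose group. The D2 array in column 4 lies with the D3 arrays of that column, and the D3 array in column 3 lies with the D2 arrays.

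Genes of xenobiotic metabolism and of the DNA damage response had been fixed as a set of 6. None passed the limits by limma over all genes tested in any tissue at D3. In lung, 4 of the 5 genes tested had an adjusted p of at most 0.05, without the fold limit, when adjusted over the list alone, namely Cyp1a1 (0.0132), Nqo1 (0.0319), Ccng1 (0.0387) and Cyp1b1 (0.0426), against 0 that passed over all genes. Of these, Ccng1 and Cyp1b1 stayed below the fold limit. In liver and forestomach 0 passed either way. Cyp1a2 was not well above background on any array of lung or forestomach.

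Lung Cyp1a1 fell from 1.76 ± 0.83 (SD, n = 5) at D0 to 0.42 ± 0.31 (n = 5) at D1, 0.71 ± 0.33 (n = 3) at D2 and 0.71 ± 0.31 (n = 5) at D3. The limma log2 fold change was -1.34 at D1, -1.06 at D2 and -1.05 at D3 (SE 0.30, adjusted p 0.153). All 13 dosed mice lay below all 5 D0 mice (two-sided exact permutation p 0.000117 over 8568 splits, 0.00134 after Benjamini-Hochberg adjustment over 23 genes and tissues). Its Cy5 signal was well above background on all D0 arrays, on 3 of 5 D1 arrays, 3 of 3 D2 arrays and 4 of 5 D3 arrays. Ahrr, an AhR target chosen after its values were seen, went the opposite way. Its probe in lung was well above background on 0 of 5 D0 arrays and on every dosed array, which gives at least 1.35-fold at D3, at least 1.26-fold at D1 and at least 1.19-fold at D2. By limma its adjusted p at D3 over all probes was 0.0197, the smallest in lung at that dose, while its change stayed below the fold limit. All 13 dosed mice lay above all D0 mice (exact p 0.000117, adjusted 0.00134).

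Lung Nqo1 was -1.33 ± 0.23 at D0 and -0.73 ± 0.63 at D3, and its log2 fold change was 0.61 (SE 0.22, limma adjusted p 0.224). Lung Ccng1 was -0.24 ± 0.29 at D0 and 0.26 ± 0.52 at D3, with 0.50 (SE 0.20, adjusted p 0.258). In both genes the 2 highest D3 mice were 17 and 19. With the mean of the skeletal muscle list as a covariate, the log2 fold changes were 0.18 and 0.12. Lung Cyp1b1 had a log2 fold change of 0.41 (adjusted p 0.282), which ranged from 0.19 to 0.55 over the alternatives. Mice 17 (-0.69) and 19 (-1.04) were its highest at D3, where the others lay between -1.61 and -1.30. Lung Cdkn1a had a log2 fold change of -0.23 (adjusted p 0.748), which was 0.08 without mouse 3 of D0. In Cdkn1a, too, mice 17 (-0.40) and 19 (-0.26) were the highest at D3, where the others lay between -1.46 and -1.33, and with the skeletal muscle list as a covariate the log2 fold change was -0.66.

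In forestomach, Cyp1a1 was well above background on 0 of 5 D0 arrays, 1 of 5 at D1, 1 of 4 at D2 and 2 of 5 at D3. This gives at least 1.52-fold at D1, at least 1.05-fold at D2 and at least 1.89-fold at D3. These bounds set the other arrays of the dosed groups at their own signal, which was not well above background, and so rest on few mice. Mouse 8 at D1 had a log2 ratio of 3.71 and mouse 16 at D3 had 4.90, whereas the other mice of these groups lay between 0.07 and 0.90. Exact permutation gave p 0.175 for D3 against D0. The remaining forestomach genes had log2 fold changes at D3 of 0.33 (Cyp1b1), -0.42 (Nqo1), -0.15 (Cdkn1a) and -0.05 (Ccng1). Those of Nqo1, Cdkn1a and Ccng1 turned positive with median centring, and those of Cdkn1a (0.03) and Ccng1 (0.10) without mouse 20 of D3. In liver the log2 fold changes at D3 lay between -0.33 (Cdkn1a) and 0.04 (Ccng1), and all adjusted p were at least 0.879.

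**Figure D3:**
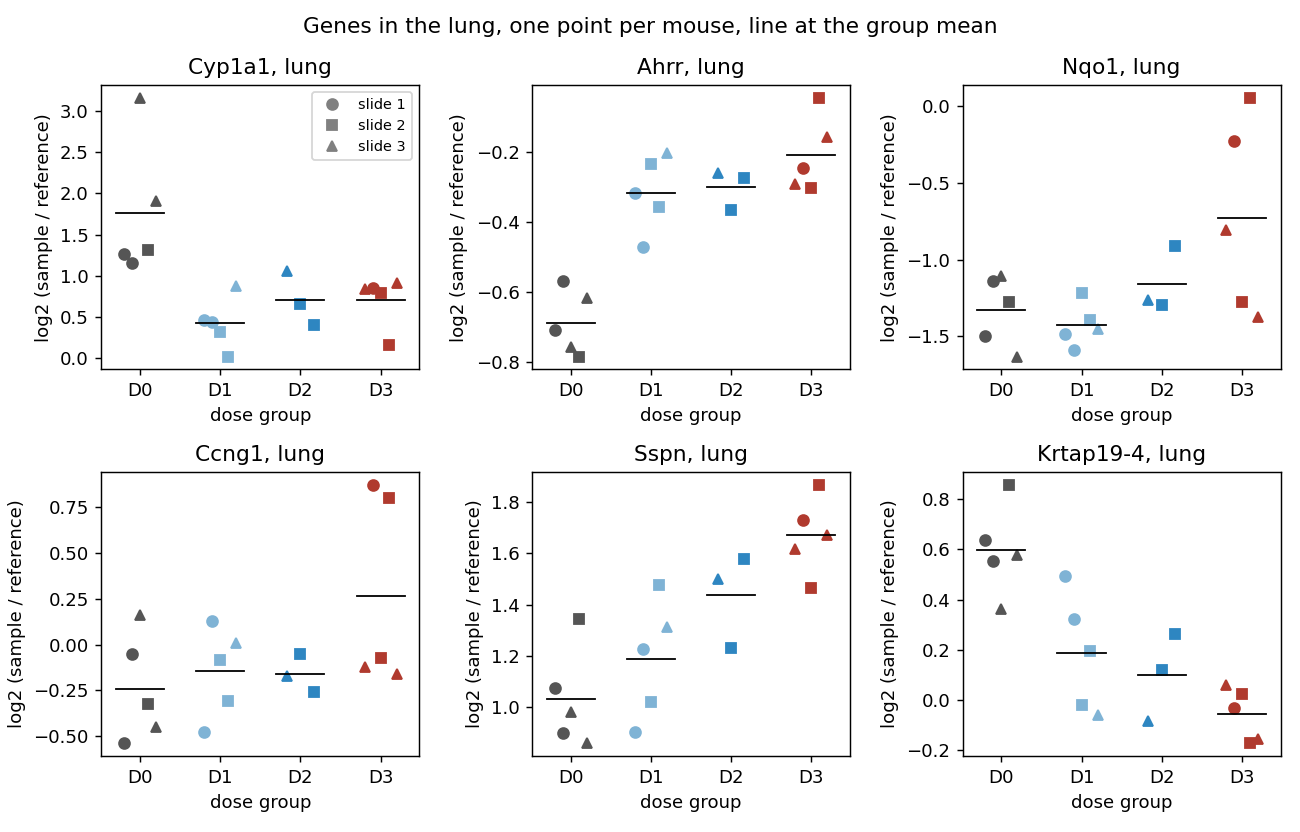
Log2 ratio of sample over reference in lung for 6 genes by dose group, one point per mouse, with marker shapes for the slide and a line at the group mean. Cyp1a1 is lower and Ahrr higher in all 13 dosed mice than in the 5 D0 mice, and the high D3 values of Nqo1 and Ccng1 come from the same 2 mice.

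A dose trend asked which genes moved steadily across the doses. The array column followed the dose step on 17 of 19 forestomach and 16 of 18 lung arrays. The trend thus does not separate dose from column, and the column was not tried as a covariate for it. In forestomach, limma found 4 genes, of which Trub2, Rbm25 and Brd7 rose (fitted log2 changes of 0.86, 0.78 and 0.72) and Rabac1 fell (-0.74), all 4 named after their values were seen. In liver, limma found 0, with 1570 genes at an unadjusted p of at most 0.05. In lung it found 26, of which 3 rose and 23 fell. With slide as a block the forestomach count was 92 and the lung count 10. With dose in mg per kg, and with median centring, both counts were 0. The forestomach count was 80 without mouse 10 and 0 without mouse 1, 2, 18 or 20. The lung count was 76 without mouse 16, 58 without mouse 3 and 0 without mouse 19.

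The response lists asked which pathways moved at D3. By limma's camera, 8 of the 27 tests passed the adjusted limit, of which 7 were higher and 1 was lower, against 6 higher and 5 lower with median centring. In forestomach, clock output (mean log2 change 0.43, adjusted p 0.0112), complement (0.53, 0.0345), extracellular matrix (0.39, 0.0269) and NRF2 targets (0.22, 0.0487) were higher and interferon response was lower (-0.46, 0.000203). In liver, clock output was higher (0.42, 0.00149). In lung, clock output (0.37, 0.0467) and complement (0.69, 0.00108) were higher. None of the 8 held under fry or with an estimated correlation. Adjusted over the list alone and without the fold limit, the number of genes that passed was 2 for NRF2 targets, 1 each for clock output and interferon response and 0 for complement and extracellular matrix in forestomach, 0 for clock output in liver, and 1 for clock output and 2 for complement in lung. Compared per mouse by exact permutation, the smallest p was 0.00794 for clock output in forestomach. This is the smallest p that 5 against 5 arrays can give, and it adjusts to 0.214 over 27 tests, so that these tests could not call a single list.

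Of the lists not called, AhR targets had mean log2 changes of 0.14 in forestomach, 0.01 in liver and 0.17 in lung, and p53 targets 0.02, -0.01 and -0.07. Proliferation had 0.08, -0.10 and 0.02, clock Arntl phase -0.02, -0.36 and -0.25, NRF2 targets -0.07 in liver and 0.10 in lung, interferon response -0.03 in liver and -0.20 in lung, complement 0.02 in liver, and extracellular matrix -0.04 in liver and 0.28 in lung. Adjusted over the list alone and without the fold limit, 0, 0 and 3 AhR targets passed in forestomach, liver and lung. For p53 targets the numbers were 1, 0 and 1. In liver, camera gave AhR targets the direction up (adjusted p 0.719) with a median change below 0, and p53 targets the direction up (0.773) with a mean below 0. Proliferation in liver was not called (adjusted p 0.0834), but was called lower with slide as a block (1.94e-05), median centring (0.000503), normexp (0.000832) and the authors' table (0.0458). With 1 mouse left out the number of tests called ranged from 4 (without mouse 2) to 11 (without mouse 1), and it was 5 without mouse 3 or 16. In forestomach, NRF2 targets lost the call without mouse 2 (adjusted p 0.0530), 3 (0.207), 4 (0.0707), 16 (0.0983) or 19 (0.0636), complement without mouse 1 (0.0551), 3 (0.207), 4 (0.131), 16 (0.0700) or 20 (0.139), extracellular matrix without mouse 2 (0.202), 3 (0.0715) or 17 (0.0765), and clock output without mouse 2 (0.0896). In lung, clock output lost it without mouse 2 (0.239), 5 (0.0794), 16 (0.186) or 18 (0.173). Interferon response in forestomach, clock output in liver and complement in lung kept it with any 1 mouse left out.

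The clock output list varied between mice within dose groups. Its deviations from the dose-group means went together in the tissues of a mouse. Between liver and lung the correlation over 18 mice was r = 0.767 (two-sided permutation p 0.0019) and rho = 0.744 (p 0.00207), and r was 0.762 without the 2 mice farthest from the median and 0.589 within the liver slides. Between liver and forestomach (19 mice) r was 0.870 (permutation p 9e-05) and rho 0.846 (p 0.00082), with r 0.851 without the 2 farthest and 0.822 within the liver slides. Between lung and forestomach (18 mice) r was 0.862 (p 6e-05) and rho 0.880 (p 2e-05), with r 0.839 without the 2 farthest and 0.837 within the lung slides. In each pair the slides of the other tissue were not taken out. The adjusted p over 6 such relations were 0.0019, 0.000135 and 0.00012 for r and 0.00207, 0.000984 and 6e-05 for rho.

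**Figure D4:**
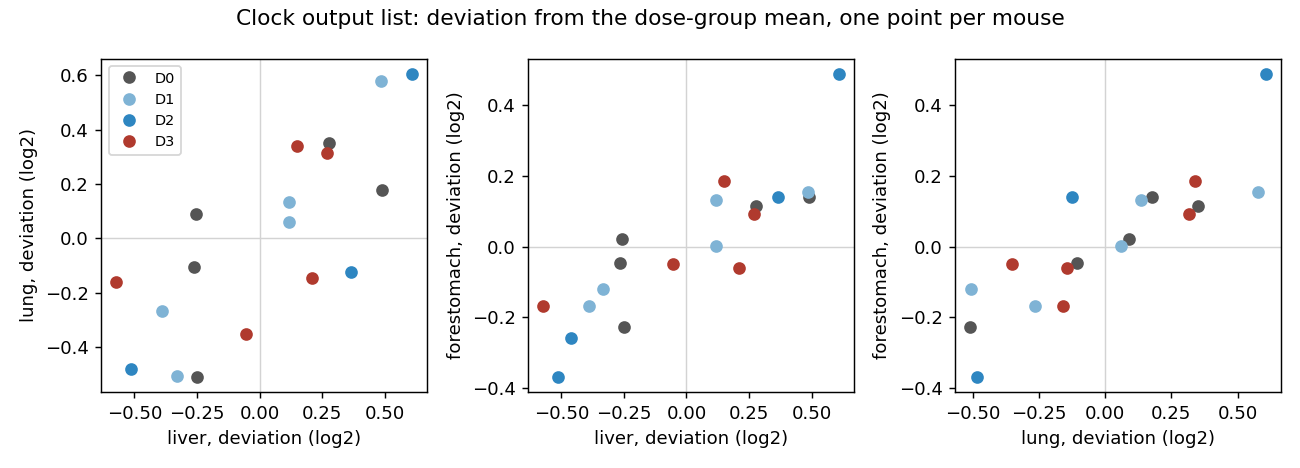
Deviation of the clock output list from the dose-group mean (log2) in one tissue against another, one point per mouse coloured by dose group. Mice high in one tissue are high in the others, with r of 0.767, 0.870 and 0.862.

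Cell-type lists varied between arrays of a group. In lung, the skeletal muscle list lay 6.27 and 6.46 above the D0 mean (log2) in mice 17 and 19 of D3, and at most 0.46 above it on any other array. The keratinocyte list lay 3.90 and 4.50 above it on these arrays. In forestomach the glandular stomach list ranged from -3.86 to 2.95 around the D0 mean, within every dose group but D2 on both sides of it.

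**Figure D5:**
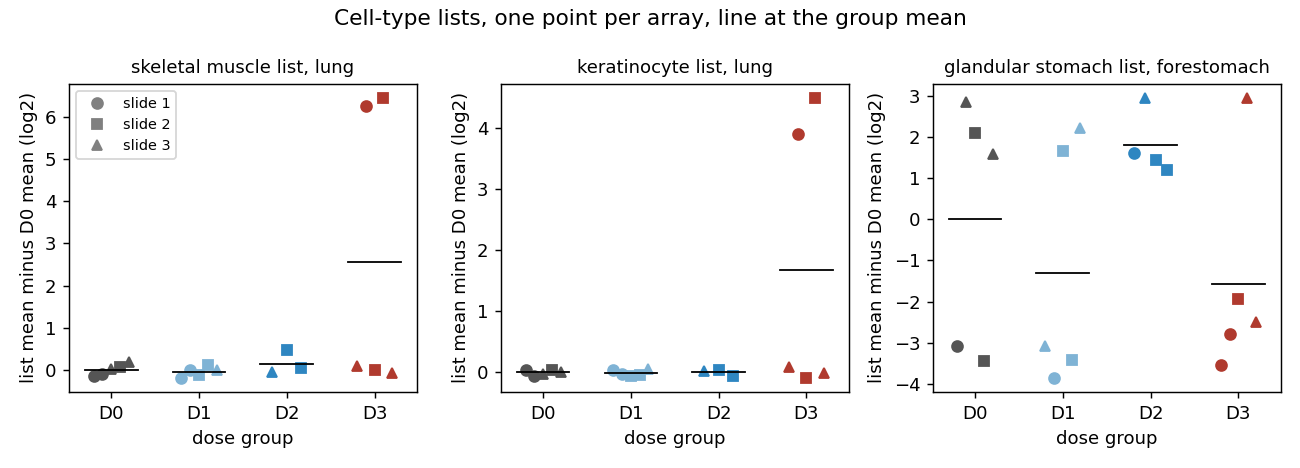
Mean of a cell-type list on each array minus the D0 mean (log2), one point per array by dose group, with marker shapes for the slide and a line at the group mean. The lung arrays of mice 17 and 19 stand at 6.27 and 6.46 for skeletal muscle, and the forestomach arrays range from -3.86 to 2.95 for glandular stomach.

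The last comparison asked how far the response differed between tissues. The D3 effect differed past both limits by limma for 0 genes between lung and liver (1528 at an unadjusted p of at most 0.05), for 167 between lung and forestomach and for 44 between liver and forestomach. The median residual SD was 0.280 in forestomach, 0.154 in liver and 0.155 in lung. With a spread estimated within each tissue the counts were 0, 4 and 0. With median centring the counts were 0 for lung and forestomach and 0 for liver and forestomach, and with slide as a block they were 447 and 139. None of the fixed genes differed between tissues by the adjusted limit. The difference for Cyp1a1 between lung and forestomach had an adjusted p of 0.142, but its probe was not well above background on any forestomach D0 array.

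Across probes, which are not independent replicates, the D3 effects of lung and liver correlated with r = 0.110 and rho = 0.123, those of lung and forestomach with 0.180 and 0.135, and those of liver and forestomach with 0.0961 and 0.104. Permuting the dose labels over the mice gave a mean r of 0.111, 0.0423 and 0.0704, and 45, 14 and 42 of the 100 permutations reached the observed r. Effects of different doses in a tissue share the D0 arrays. Their correlations ranged from 0.211 to 0.804 in forestomach, where unchanged groups gave a mean of 0.414 to 0.446, from 0.520 to 0.579 in liver (0.479 to 0.494), and from 0.318 to 0.507 in lung (0.403 to 0.513). Between 17 and 83 of 100 simulations were as large in each case.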

Values the study reported

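For the highest chrysene dose, the study reported 218 differentially expressed genes in forestomach, 4 in liver and 159 in lung, counted at a false discovery rate limit together with a fold change limit of 1.5.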

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

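The tests of single spots, of the array column, of the spread within each tissue, and of how many single arrays chance puts far from their group were chosen only after the results were seen. The splits of the arrays and the test of the Cy3 signal of arrays far from their group were chosen before.

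In 8 of the 102 groups of named genes and lists tested, 1 array lay far from the others of its dose group. About 1 in 20 groups is expected to do so by chance, which makes 5.1, and 8 or more of 102 had an exact binomial p of 0.139, so chance remains open for the set as a whole. The reference channel is argued against as the source, since 0 of the 7 named genes had a Cy3 signal that deviated the opposite way by over 50% as much. Apart from an AhR response in forestomach mice 8 and 16, no biological explanation was tested for single mice.

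Cyp1a1 in forestomach had a log2 ratio of 3.71 in mouse 8 of D1, whose other mice lay between 0.07 and 0.45, and of 4.90 in mouse 16 of D3, whose other mice lay between 0.12 and 0.90. A defect of one spot could give such values. Of the 8 other AhR genes that pass the signal filter in forestomach, 2 (Cyp1b1 and Tiparp) were highest on one of these arrays, where 0.842 are expected (exact binomial p 0.203). This count does not tell a defect of one spot from an AhR response in these mice, and it uses the highest array alone. Cyp1b1 and Tiparp ranked 1 on the array of mouse 16 and 2 on that of mouse 8. No other of these genes ranked above 3 on either array. Both explanations stay open.

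The other single arrays were Cyp1b1 in forestomach mouse 2 of D0 (log2 ratio -1.85, others -0.46 to -0.26), Cdkn1a in forestomach mouse 20 of D3 (-0.19, others 0.62 to 0.90), Ccng1 in liver mouse 20 of D3 (-1.93, others -1.57 to -1.42), Cyp1a1 in lung mouse 19 of D3 (0.16, others 0.79 to 0.92) and Cdkn1a in lung mouse 3 of D0 (0.48, others -1.23 to -0.85). The extracellular matrix list lay at 0.77 in forestomach mouse 10 of D1, with the others between 0.12 and 0.27. Lung Cyp1a1 was not well above background on the array of mouse 19.

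The effect of D3 differed between lung and forestomach for 167 genes and between liver and forestomach for 44 genes by limma. Other splits of the D0 and D3 mice gave as many genes in 8 and 11 of 100 splits, the real one included, so chance is not excluded for either. The fit assumes 1 spread for tissues that vary unequally. With the spread of each tissue taken from its own arrays the counts were 4 and 0. On simulated data with the same spreads, the fit with 1 spread made 74 wrong calls among 243 for liver and forestomach, where the unequal spread is a candidate explanation. It made 8 among 180 for lung and forestomach, and there the unequal spread stays open, since the fit with own spreads also recovered fewer of the genes changed 2-fold (65 against 77 of 100). With only 1 permutation of the residuals simulated, these wrong calls cannot tell whether the pairs of tissues differ in this. A difference between the tissues in their response stays open and was not shown by these counts.

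The Cy3 signal of the reference RNA, which does not depend on the dose, changed past both limits for 7 genes in forestomach at D2 (979 at an unadjusted p of at most 0.05) and for 2 genes in lung at D1 (1107), and for 0 genes by limma in the other comparisons. In forestomach, D3 mouse 20 lay in column 3 with D2 arrays, and for 6 of the 7 genes its Cy3 signal lay beyond the other D3 arrays toward D2, so the array column on the slide is a candidate explanation (6 genes). In lung all 5 D1 arrays lay in column 2 and no other array did, so that column and dose cannot be told apart there. A biological explanation does not apply to the common reference.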

How the results depend on the processing

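Array weights, the Cy5 95th percentile, array column and marker list (glandular stomach in forestomach, skeletal muscle in lung) as covariates, the spread of each tissue from its own arrays, and the Fs test with residuals shuffled or on the authors' table were chosen only after the data were seen, and the other alternatives were planned, Fs with residuals shuffled in place of the arrays permuted here. Of 408 values under alternatives for 56 results, 297 kept their direction and their side of the limit or stayed within 1.5 times, and so did 346 of the 462 values with 1 mouse left out. Reversals numbered 26. The causes were not tested unless stated. Signal was lowest in forestomach, where Cy5 was well above background at a median of 33.5% of spots. Whether this limits the results there more than the spread between arrays was not tested.

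In forestomach at D2 (1 gene), median centring, the filter on every array, the authors' table (by limma and by Fs with either null), a fit of D2 and D0 only and the marker list each gave 0, slide as a block, the Cy5 95th percentile and array column each gave 2, and array weights gave 39. With 1 mouse left out the count was 0 throughout. In forestomach at D3 (0 genes by limma, 2504 at an unadjusted p of at most 0.05, 3 by Fs, 0 with residuals shuffled), normexp gave 1, no filter on dim probes 3, the filter on every array 3, slide as a block 4, the values the authors deposited 2 (also 2 by Fs with either null), the Cy5 95th percentile 11, the marker list 124 and array weights 130. The latter pair shared 56 genes. Leaving out 1 mouse gave 0 to 3 (3 without mouse 16). At D1 in forestomach no alternative run changed the count.

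In liver (0 genes by limma and by Fs at every dose, 994, 1114 and 1447 unadjusted), array column as a covariate gave 2 genes at D1, 20 at D2 and 25 at D3, and no other alternative run changed the counts. The column varied within liver dose groups through 2 arrays alone, on which these counts rest. In lung at D1 (0 genes, 1914 unadjusted) normexp gave 1. At D2 (0 genes, 2000 unadjusted) the range with 1 mouse left out was 0 to 1 (without mouse 15).

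In lung at D3 (14 genes) median centring, a fit of D3 and D0 only, array weights, the Cy5 95th percentile, array column and the marker list each gave 0. Slide as a block gave 9 genes, of which 8 were among the 14. Fs with residuals shuffled gave 15. The filter on every array gave 22, the Fs test 22, the values the authors deposited 40 (52 by Fs with arrays permuted, 39 with residuals shuffled) and no fold limit 54, and each included all 14. Leaving out 1 mouse gave 0 (without mouse 4, 19 or 20) to 61 (without mouse 16).

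The forestomach trend count (4) was 11 with normexp, 0 with median centring, 18 with the filter on every array, 92 with slide as a block, 11 with the authors' table and 0 with dose in mg per kg, and 0 (without mouse 1, 2, 18 or 20) to 80 (without mouse 10) with 1 mouse left out. The liver trend count (0 by limma, 1570 unadjusted) was 0 to 1 (without mouse 20). The lung trend count (26) was 0 with median centring, 10 with slide as a block, 53 with the authors' table and 0 with dose in mg per kg, and 0 (without mouse 19) to 76 (without mouse 16).

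The difference between lung and forestomach (167 genes) was 0 with median centring, 81 without a filter, 330 with the filter on every array, 447 with slide as a block, 4 with each tissue's own spread, and 10 (without mouse 17) to 377 (without mouse 5) with 1 mouse left out. That between liver and forestomach (44) was 0 with median centring, 28 without a filter, 140 with the filter on every array, 139 with slide as a block, 0 with each tissue's own spread, and 0 to 191 (without mouse 5). That between lung and liver (0 by limma, 1528 unadjusted) was 0 to 1 (without mouse 5). With mouse as a block, since the tissues of a mouse are paired, the counts were 0, 125 and 3 as a fixed term and 0, 205 and 47 as a random term, in the order lung and liver, lung and forestomach, liver and forestomach. Only the 3 moved by over 1.5 times.

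Of the 8 list calls, 0 passed with fry and 0 with an estimated correlation, and the range with 1 mouse left out was 4 (without mouse 2) to 11 (without mouse 1). With the marker list as a covariate, 5 list tests passed. Of the 8 calls these held interferon response in forestomach and clock output in lung and in liver, where no marker list was fitted. Clock Arntl phase and proliferation in lung were new, and complement in lung lost its call (0.39, adjusted p 0.133). In forestomach the marker list also took the calls of NRF2 targets (adjusted p 0.0702), clock output (0.0702), complement (0.0676) and extracellular matrix (0.125). Slide as a block took the calls of clock output in lung (0.24, adjusted p 0.158) and, in forestomach, of NRF2 targets (0.18, 0.161) and extracellular matrix (0.37, 0.0571). Median centring took those of clock output in lung (0.47, 0.103) and, in forestomach, of NRF2 targets (0.63, 0.167) and complement (0.53, 0.302), and moved interferon response in forestomach from -0.46 to -0.12 and extracellular matrix from 0.39 to 0.81. Normexp took that of NRF2 targets (0.22, 0.0571). Tests called only under an alternative were proliferation in liver (slide as a block, normexp, median centring, the authors' table) and forestomach (median centring, 0.0294), clock Arntl phase in liver (median centring, 0.0294) and lung (median centring, 0.0406), interferon response in lung (median centring, 0.0235) and extracellular matrix in lung (median centring, 0.0343; the authors' table, 0.0361), besides the pair with the marker list.

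A correlation counted as unmoved where it changed by less than the SD of its permutations. That of the D3 effects of liver and forestomach (0.0961) fell to 0.00911 with median centring and rose to 0.159 on probes above the median signal, and that of lung and forestomach (r 0.180, rho 0.135) rose to 0.278 (rho 0.363) with median centring. Permutations were run with loess alone.

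In forestomach Nqo1 (-0.42) was 0.0625 with median centring, Cdkn1a 0.32, and -0.24 to 0.0284 (without mouse 20) with 1 mouse left out, and Ccng1 0.39, 0.0452 with the marker list, and -0.22 to 0.10 with 1 mouse left out. In liver Cyp1a2 was 0.0794 with normexp and -0.0399 to 0.0331 with 1 mouse left out, Cyp1b1 -0.0896 with normexp, -0.0413 with median centring, -0.0624 with slide as a block and -0.11 to 0.0712, and Ccng1 -0.0038 with median centring and -0.0016 to 0.13. Lung Cdkn1a (-0.23) ranged from -0.41 to 0.0775 (without mouse 3), and was -0.0261 with median centring and -0.66 with the marker list.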

Other observations

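The tests of the array column, of the Cy3 signal in lung at D3 and of the gene called in forestomach at D2, of RNA from other tissues, of the clock output list, of the weak forestomach slides, of array quality, of a state shared by the tissues of a mouse and of Cyp1a1 and Ahrr were chosen only after the results were seen. The splits of the arrays, the Cy3 comparison at D3 in forestomach and liver and the tests of a mislabelled sample and of strain variants for the deviations shared by tissues of a mouse were chosen before their results were seen.

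At the highest dose, limma called 0 genes in forestomach here (2504 at an unadjusted p of at most 0.05, 3 by Fs). The study reported more genes there. In liver, limma called 0 genes at this dose (1447 unadjusted, 0 by Fs). The study reported a few more. In lung, limma called 14 genes. The study reported many more at that dose. The Fs test with arrays permuted gave 3 genes in forestomach, 0 in liver and 22 in lung, and with residuals shuffled 0, 0 and 15. On the values the authors deposited, limma gave 2, 0 and 40, Fs with arrays permuted 2, 0 and 52 and Fs with residuals shuffled 2, 0 and 39. None of these closed the differences. Of the other alternatives, array weights gave the highest count in forestomach (130) and array column in liver (25). The liver count rests on the 2 arrays through which the column varied within dose groups. In lung, leaving out a single mouse gave the highest count (61), and no fold limit gave the highest with all mice kept (54). The cause stays open.

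Other splits of the arrays into groups of the same sizes were counted, the real split included. In forestomach, 100 of 100 splits gave as many genes as D1, 4 as many as D2 and 100 as many as D3, and 22 gave as many genes at an unadjusted p as D3. In liver, 100 of 100 did so at D1, D2 and D3, and 22 for the unadjusted count at D3. In lung, 100 of 100 did at D1, 56 of 56 at D2 and 1 of 100 at D3, where the unadjusted count also had 1. Of 100 assignments of the doses, 1 gave as many trend genes in forestomach, 100 in liver and 1 in lung. The split of the D0 and D3 mice gave as many genes between lung and liver in 100 of 100, and 31 of 100 gave as many list calls. Where the real count was 0, every split reaches it and the number says nothing. The others argue against chance for the forestomach gene at D2, for lung at D3 and for the trends in lung and forestomach, and do not exclude it for the unadjusted counts in forestomach and liver or for the list calls. The split of lung by column is the split by dose for 4 of 5 D3 arrays, so that it does not separate the column from the dose. The assignments of the doses do not separate them for the trends either, since the column followed the dose step on most arrays.

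The genes lower in lung at D3 may follow the array column. Among the D2 and D3 arrays, columns 4 and 3 differed (two-sided exact permutation p 0.0179), and D3 and D2 did not (exact p 0.179). The Cy3 signal argues against a difference that the reference RNA shows as well, with 0 genes at D3 by limma (1577 unadjusted) and a median Cy3 change of -0.09 for the 14 genes. The 0 rests on the fold limit, as the smallest adjusted p was 0.0128, and 1 of the lower genes, a region without a symbol, also changed in Cy3 in forestomach at D2. Liver and forestomach each had 1 D0 array in column 4. Relative to the D0 mean of its tissue, the mean of the lower genes was 0.13 in liver mouse 1 and -0.30 in forestomach mouse 2. D0 mouse 5, in column 1 of the same slide, had 0.17 in liver and -0.33 in forestomach. With 1 such array per tissue, these values cannot decide. At D3 in forestomach and liver, 0 genes changed in Cy3 by limma (1288 and 1348 unadjusted), which with 0 genes in the ratio leaves open whether the reference shows such differences. The gene called in forestomach at D2 changed by 3.1 in Cy3, which is consistent with a source in the reference channel. A dose effect stays open for the lung genes.

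Lung mice 17 and 19 of D3 had signal of skeletal muscle and keratinocyte genes. Of the 22 genes of both lists, 95.5% were highest on both arrays, and 9 of 12 and 6 of 10 genes pass the signal filter in lung. The log2 Cy5 signals of Tnnc2 were 17.6 and 17.6 against a median of 6.79 on the 16 other arrays, those of Acta1 17.0 and 17.2 against 7.23, and those of Lor 17.5 and 17.9 against 7.15. RNA from another tissue with striated muscle and squamous epithelium may be the source. A mislabelled sample is argued against by the alveolar type 2 list, at -0.15 on the lower array, loess by an excess of 5.97 before it, and a response in every mouse by the 2 of 5 D3 arrays with the excess. With the muscle list as covariate the rises of Nqo1 and Ccng1 were 0.18 and 0.12, so that this RNA is a candidate source of them. The same covariate moved Cdkn1a from -0.23 to -0.66, and these mice were its highest at D3 as well. Lung Cyp1b1 was also highest at D3 in mice 17 (-0.69) and 19 (-1.04).

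The glandular stomach list moved as a set over the forestomach arrays. The mean correlation of its genes was 0.937, where 0 of 1000 random lists of like brightness were as high (95th percentile 0.181), and Tff1 ranged from 6.98 to 18.6 and Pgc from 6.00 to 18.5 (log2 Cy5). All 10 genes pass the signal filter in forestomach. Glandular stomach in part of the samples may be the source. In mouse 19 of D3, 8 of the 9 pancreatic acinar genes on the array were highest (list at 4.27; Ctrb1 12.9 against a median of 6.30, Cpa1 12.4 against 6.14), for which pancreas in the sample is a candidate source.

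The highest values above the D0 mean (log2) of the remaining lists in lung were 2.35 for cardiac muscle, 1.09 for smooth muscle, 2.65 for adipocyte, 1.02 for B cell, 1.27 for T cell, 0.53 for hepatocyte (5 of its 10 genes pass the signal filter there) and 0.59 for airway secretory and ciliated. The erythroid list was not interpreted, as it had a lower share of its genes on the array (6 of 8) than any other list. Over 39 cell-type tests of D3 against D0 by exact permutation, erythroid included, the smallest adjusted p was 0.464, but a single list could not pass in a design of this size.

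The clock output list was higher at D3 in 3 tissues, and its deviations within dose groups went together in liver and lung (r = 0.767 over 18 mice, permutation p 0.0019), for which time of day of tissue collection is a candidate explanation. The list correlated with the Arntl phase list at r = -0.945 in liver, -0.959 in lung (permutation p 1e-05, the smallest that 100000 permutations can give) and -0.726 in forestomach. Within the liver slides r was 0.589 for liver and lung, with the lung slides not taken out. With slide as a block the change was 0.45 in liver (adjusted p 0.000286) and 0.49 in forestomach (0.00209), which argues against the slide there. In lung it was 0.24 (0.158) and lost its call, so that the slide stays open for lung. An effect of dose stays open.

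The weak Cy5 signal of forestomach slides 1 and 2 (a difference in the 95th percentile of -3.01 on the log2 scale) came with a Cy3 difference of -0.0137. This argues against a weak scan or wash that lowers both channels. A loss in Cy5 alone would leave Cy3 unchanged and stays open. Slides 1 and 2 were scanned on day 1 and slide 3 on day 2, so slide and scan day cannot be told apart. No biological explanation was tested. Array weights, which follow the spread of an array about its group, gave 130 genes at D3 in forestomach. They averaged 1.65 on slides 1 and 2 and 0.523 on slide 3, so that the arrays with the most signal counted least. Whether differences between arrays in quality hide changes there stays open, because the weights do not follow the signal.

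For lung Cyp1a1, the Cy3 signal differed by -0.0127 between dosed and D0 arrays and the change with slide as a block was -1.03, which argue against the reference channel and the slide. For Ahrr the Cy3 difference was 0.0166, and on 3 of the 3 slides the probe was well above background on every dosed array and on no D0 array, which argue against the same causes. All 5 D0 arrays lay in column 1, so that array column and dosing cannot be told apart for Cyp1a1 or for Ahrr. In liver the Ahrr probe was not well above background on any array, yet 13 of 14 dosed arrays lay above all D0 arrays. A shift of this kind thus also occurred where the probe was not measured. The study reported that activity of the CYP1A1 enzyme in lung (EROD assay) rose with the dose of chrysene, measured on tissue pooled within groups. The lower Cyp1a1 RNA here goes the opposite way, but RNA and enzyme activity are unlike measures. An effect of chrysene stays open.

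The lung and liver of a mouse shared deviations in 215 probes (r above 0.8 over 18 mice), where 0.77 are expected. All 18 of 18 forestomach arrays matched their own mouse best on these probes, which argues against a mislabelled sample. The genes held 35 pairs within 20 genes of each other, where random lists had a median of 21 and a highest of 36, which is consistent with strain variants that segregate in the colony. They also held 6 genes of the response lists, where random genes gave a mean of 1.05 and 3 of 1000 draws gave as many, which is consistent with a state shared by the tissues of a mouse. Both stay open.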
